# Importance of the renal ion channel TRPM6 in the circadian secretion of renin to raise blood pressure

**DOI:** 10.1038/s41467-021-24063-2

**Published:** 2021-06-17

**Authors:** Yosuke Funato, Daisuke Yamazaki, Daisuke Okuzaki, Nobuhiko Yamamoto, Hiroaki Miki

**Keywords:** Cell biology, Physiology, Hypertension, Kidney

## Abstract

Blood pressure has a daily pattern, with higher values in the active period. Its elevation at the onset of the active period substantially increases the risk of fatal cardiovascular events. Renin secretion stimulated by renal sympathetic neurons is considered essential to this process; however, its regulatory mechanism remains largely unknown. Here, we show the importance of transient receptor potential melastatin-related 6 (TRPM6), a Mg^2+^-permeable cation channel, in augmenting renin secretion in the active period. TRPM6 expression is significantly reduced in the distal convoluted tubule of hypotensive *Cnnm2*-deficient mice. We generate kidney-specific *Trpm6*-deficient mice and observe a decrease in blood pressure and a disappearance of its circadian variation. Consistently, renin secretion is not augmented in the active period. Furthermore, renin secretion after pharmacological activation of β-adrenoreceptor, the target of neuronal stimulation, is abrogated, and the receptor expression is decreased in renin-secreting cells. These results indicate crucial roles of TRPM6 in the circadian regulation of blood pressure.

## Abstract (web summary)

Circadian variation of blood pressure, with higher values in the active period, is associated with the risk of fatal cardiovascular events. Here, we show the importance of renal TRPM6, a Magnesium-permeable cation channel, in raising blood pressure by stimulating renin secretion.

## Introduction

Approximately one billion people worldwide are estimated to have hypertension, which significantly increases the risk of various diseases, including potentially fatal diseases, such as ischemic heart disease and stroke. These hypertension-related fatal incidents are known to occur frequently in the early morning, the beginning of the active period when blood pressure rises sharply^1^. Renin secretion triggered by renal sympathetic neurons is considered to play a crucial role in this blood pressure elevation, but its regulatory mechanism is not well understood^2^.

It is widely accepted that some dietary minerals, particularly sodium and potassium, play important roles in the control of blood pressure. Magnesium is a major essential element involved in a variety of biological activities. Epidemiological studies have shown a significant inverse relationship between dietary magnesium levels and the risk of hypertension^3–6^. Moreover, urinary magnesium excretion, which is assumed to be in approximate equilibrium with intestinal magnesium absorption, is inversely correlated with the risk of hypertension^7^. These findings suggest a close association between organismal magnesium homeostasis and blood pressure regulation, highlighting the importance of Mg^2+^ channels and/or transporters in the regulation of blood pressure.

A large quantity of magnesium is constantly being reabsorbed in the kidney. Most magnesium in the glomerular filtrate is reabsorbed in the thick ascending limb of Henle’s loop, but the final step of reabsorption occurs at the distal convoluted tubule (DCT)^8^. The latter process is tightly regulated to adjust the amount of reabsorption to a level appropriate for maintaining magnesium homeostasis. Genomic analyses of congenital diseases with symptoms of hypomagnesemia have revealed several key molecules involved in this process. *Trpm6*, encoding transient receptor potential melastatin-related 6 (TRPM6), is mutated in patients with recessive hypomagnesemia with secondary hypocalcemia^9,10^. TRPM6 forms a Mg^2+^-permeable ion channel localized to the apical membrane of DCT cells and mediates Mg^2+^ intake from the tubular lumen^11^. Another key molecule is cyclin M2 (CNNM2), a Mg^2+^ transporter localized to the basolateral membrane of DCT cells^12,13^. *Cnnm2* mutations cause familial dominant hypomagnesemia, which is characterized by defects in magnesium reabsorption in the kidney^12^. *Cnnm2*-deficient mice show similar symptoms of hypomagnesemia with magnesium wasting in the kidney^14^. The precise molecular role of CNNM2 is still controversial, but several lines of evidence suggest that it mediates Mg^2+^ efflux from DCT cells through the basolateral membrane^15^, thereby contributing to magnesium reabsorption. Further analyses of *Cnnm2*-deficient mice have revealed that these mice also have significantly lower blood pressure than control mice^14^. However, the mechanistic details and the involvement of other Mg^2+^ channels/transporters in this blood pressure regulation remain unknown.

The renal DCT is also known to play critical roles in blood pressure regulation, because it significantly reabsorbs sodium and regulates body fluid volume^16^. A number of cation channels/transporters, such as the Na-Cl co-transporter (NCC), epithelial sodium channel (ENaC), and Na^+^/H^+^ exchanger 2 (NHE2), are expressed at the DCT apical membrane and some of these proteins mediate Na^+^ intake into DCT cells from the tubular lumen. Intracellular Na^+^ is then extruded from the cells through the basolateral membrane by Na^+^/K^+^-ATPase to accomplish its reabsorption. Apart from a direct involvement in regulating body fluid volume, the DCT is located adjacent to the macula densa, which controls secretion of renin, a hormone with the principal role in orchestrating blood pressure regulation^17,18^. By sensing urinary Cl^−^ levels, macula densa cells stimulate nearby juxtaglomerular (JG) cells to secrete renin.

In this work, we perform transcriptome analyses with kidneys of hypotensive *Cnnm2*-deficient mice. We find a significant decrease of *Trpm6*, prompting us to generate kidney-specific *Trpm6*-deficient mice. Unexpectedly, analyses of this mouse strain reveal a phenotype qualitatively different from that of *Cnnm2*-deficient: the loss of circadian variation of blood pressure. We also find that this phenotype is caused by impaired secretion of renin, a blood pressure-raising hormone of which blood level is normally elevated during the active phase.

## Results

### Downregulation of TRPM6 expression in *Cnnm2*-deficient mice

To explore the molecular mechanism of blood pressure reduction in *Cnnm2*-deficient mice, we performed DNA microarray analyses to investigate gene expression changes in the kidney of *Cnnm2*^fl/fl^;*Six2-Cre* mice, lacking both *Cnnm2* alleles in the kidney^14^. 

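Kidney RNA of 2-month-old *Cnnm2* fl/fl;*Six2-Cre* mice (knockout) was hybridized together with kidney RNA of *Cnnm2*+/+;*Six2-Cre* mice (control) on 2 arrays of 2 colours. On array 1, the knockout RNA carried Cy5 and the control RNA carried Cy3. On array 2, the dyes were exchanged. The paper's text names neither the number of mice behind each RNA sample nor whether both arrays carry the same RNA. The exchange of dyes was assumed to repeat the labeling and not the mice. The arrays were therefore counted as 1 replicate of each genotype, no test between the genotypes was made, and each SD given with a ratio is that of the 2 arrays, which under this assumption covers labeling and hybridization only.
The authors deposited signal intensities from Agilent Feature Extraction, whose processed signals are corrected for background and for the dyes within each array, and the log10 ratio of red over green signals. Here, the log2 ratio of the processed signals was turned to knockout over control on each array and averaged over both arrays. Where several probes carry the same gene name, the probe with the highest mean signal was used. Each array held 43020 spots for genes, of which 141 on array 1 and 175 on array 2 were left out because the scanner software had marked them as non-uniform or as outliers. On array 1, 68.0% of these spots were well above background in the knockout channel and 63.0% in the control channel. On array 2, the shares were 62.6% and 67.6%. The number of arrays limits the precision. Among 290 probes printed 10 times, the median SD of the log2 ratio between spots of a probe was 0.038 on array 1 and 0.037 on array 2. A total of 19707 genes were well above background in the same genotype on both arrays, and comparisons were made among these.
The deleted gene itself was used to check the labels. The probe for *Cnnm2* (A_55_P2167451) lies on chromosome 19 of the mm9 build from 46953011 to 46953070. Its log2 ratio was -2.88 on array 1 and -2.46 on array 2, with a mean of -2.67 ± 0.30 (SD). Over all genes, the log2 ratios of the arrays were negatively correlated (Pearson's r of -0.51 and Spearman's rho of -0.56, across 19707 genes, which are not independent replicates). The r was between -0.59 and -0.56 with the other background corrections and dye normalizations tried. The ratios of 5458 genes (27.7%) had the same direction on both arrays. The SD across genes was 0.23 for the mean of both arrays, in which a dye effect cancels, and 0.40 for the contrast between the dyes, in which a genotype effect cancels.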

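By a rule of size alone, 62 genes were higher and 56 genes were lower in the knockout sample, with a mean change of at least 2-fold and the same direction on both arrays. With normexp background correction and loess normalization, these counts were 7 and 8. The same rule applied to the contrast between the dyes, an alternative chosen after seeing the data, counted 143 and 341 genes in a contrast that holds no genotype effect. On array 1 alone, 1097 genes passed the limit as higher and 633 as lower, among 21547 genes. On array 2 alone, these counts were 576 and 882, among 21318 genes. Both gene sets are larger than the 19707 genes used for the 62 and 56. Among these 19707 genes, 857 were at least 2-fold changed in either direction on array 1 and 700 on array 2.
*Pvalb* encodes parvalbumin, and *Trpm6* encodes a cation channel. The *Trpm6* probe (A_55_P2037962) lies on chromosome 19 of mm9 from 18966941 to 18967000 and was well above background in both genotypes. Its log2 ratio was -1.23 on array 1 and -1.58 on array 2, with a mean of -1.40 ± 0.24 (SD). Among the alternatives tried, normexp with loess moved this value most, to -0.98. *Pvalb* has 2 probes, 1 of which (A_55_P2114437) spans 78021951 to 78022010 on chromosome 15. The log2 ratio of this brighter probe was -1.98 on array 1 and -1.52 on array 2, with a mean of -1.75 ± 0.33 (SD). The other probe (A_55_P2059040), from 78021549 to 78021608, had log2 ratios of -1.95 and -2.37, with a mean of -2.16. For both genes, the mean change was larger than the SD of the arrays, which is assumed to include no variation between mice.
Both genes belong to a list of 12 genes of the DCT that was set before the data were examined. The median log2 ratio of the other 10 genes of this list was -0.31. *Calb1* was lower on both arrays, with log2 ratios of -1.26 and -0.77, and so was *S100g*, with -0.51 and -0.51. *Slc12a3*, which encodes NCC, had a log2 ratio of -0.78 on array 1 and 0.19 on array 2, so its direction followed the dyes. Among the 10 genes with the lowest mean, *Adipor2* had log2 ratios of -0.27 on array 1 and -5.40 on array 2, so its mean rests on array 2. Among the 10 with the highest mean, ENSMUST00000103312, an immunoglobulin segment (2.69), and *Pcdh7* (2.54) were not well above background in both genotypes.

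**Figure D1:**
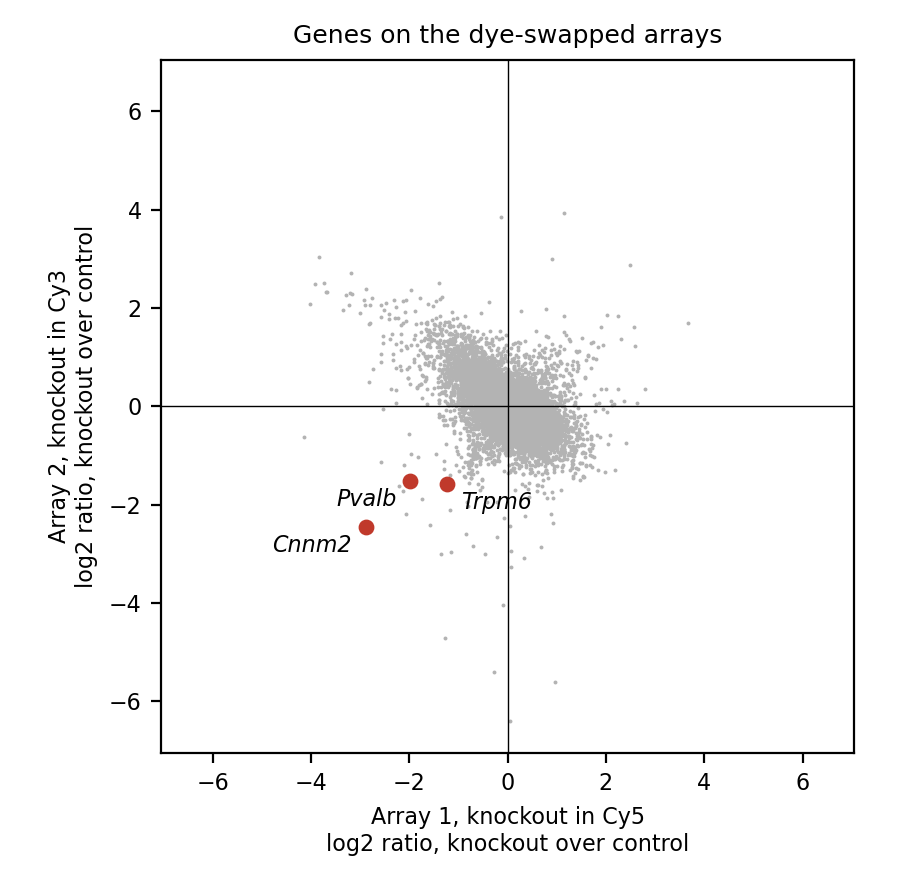
Log2 ratios, knockout over control, of the genes well above background on array 1 (horizontal axis) and array 2 (vertical axis). Each grey point is a gene, and the red points mark *Cnnm2*, *Pvalb* and *Trpm6*, which lie below 0 on both axes, while the cloud of genes runs from the upper left to the lower right.

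Beside its choice of these genes among those that changed, the paper names their expression in the DCT. Its introduction states that the decrease of *Trpm6* prompted the generation of kidney-specific *Trpm6*-deficient mice.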

Among the differentially expressed genes (Table 1), we chose to analyze *Pvalb* and *Trpm6*, both of which are expressed in the DCT^9,19^. Quantitative PCR (qPCR) analyses revealed that *Trpm6* expression was similarly reduced in the kidneys of both *Cnnm2*^fl/fl^;*Six2-Cre* and *Cnnm2*^+/Δ^ mice (Supplementary Fig. 1a). Since both *Cnnm2*^+/Δ^ and *Cnnm2*^fl/fl^;*Six2-Cre* mice were hypotensive^14^, we analyzed TRPM6 expression in more detail. Immunoblotting analyses of kidney lysates confirmed a significant decrease of TRPM6 at the protein level by *Cnnm2*-deficiency, while the levels of NCC and phosphorylated NCC (active form) were not markedly affected (Supplementary Fig. 1b, CNNM2 expression was confirmed by successive immunoprecipitation and immunoblotting analyses). The decrease of TRPM6 in the kidneys of *Cnnm2*^fl/fl^;*Six2-Cre* mice was also confirmed by immunofluorescence analyses (Supplementary Fig. 1c).

**Table 1:** Genes that were upregulated or downregulated in the kidneys of *Cnnm2*^fl/fl^;*Six2-Cre* mice.

Fold	*p-*value	Gene symbol	Gene name
6.394	0.046	Cldn11	Claudin 11
5.002	0.016	Slc14a2	Solute carrier family 14 (urea transporter), member 2, transcript variant 2
4.109	0.066	Pde4d	Phosphodiesterase 4D
3.834	0.026	Aldh1a3	Aldehyde dehydrogenase family 1, subfamily A3
3.379	0.050	Gcnt3	Glucosaminyl (N-acetyl) transferase 3, mucin type
2.872	0.090	Tal2	T-cell acute lymphocytic leukemia 2
2.812	0.091	Gm567	Predicted gene 567
2.758	0.049	1810037I17Rik	RIKEN cDNA 1810037I17 gene
2.724	0.026	AA467197	AA467197
2.467	0.029	Crlf1	Cytokine receptor-like factor 1
2.446	0.015	Calml3	Calmodulin-like 3
2.445	0.081	Gulo	Gulonolactone (L-) oxidase
2.401	0.067	Akr1b3	Aldo-keto reductase family 1, member B3 (aldose reductase)
2.389	0.074	Adh6a	Alcohol dehydrogenase 6 A (class V)
2.234	0.006	Fgb	Fibrinogen beta chain
2.203	0.043	Ndrg4	N-myc downstream regulated gene 4, transcript variant A
2.126	0.026	R3hdml	R3H domain containing-like
2.091	0.014	Lamb3	Laminin, beta 3, transcript variant 1
2.024	0.012	Gm3916	Predicted gene 3916, misc_RNA
**−**2.106	0.096	B020031M17Rik	RIKEN cDNA B020031M17 gene
**−**2.292	0.049	Olfr1372-ps1	Olfactory receptor 1372, pseudogene 1, non-coding RNA
**−**2.430	0.002	Grin2c	Glutamate receptor, ionotropic, NMDA2C (epsilon 3)
−2.648	0.077	Trpm6	Transient receptor potential cation channel, subfamily M, member 6
−2.730	0.030	Mapk8	Mitogen-activated protein kinase 8
−3.768	0.099	Cmtm4	CKLF-like MARVEL transmembrane domain containing 4
−4.472	0.062	Pvalb	Parvalbumin
−6.364	0.051	Cnnm2	Cyclin M2, transcript variant 1

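Table 1 holds 27 genes, 19 higher and 8 lower in the knockout sample. For each of the 27 genes, the arrays hold a probe whose mean fold lies within 0.0015 of the fold in the table, and for 21 genes this is also the probe with the highest signal under the gene's name. With the brightest probe of that name, 22 of the 27 genes had the direction of the table on both arrays. The matching probes of 22 genes were well above background in both genotypes on both arrays. Those of *Cldn11*, *Pde4d*, *Adh6a* and *Gm3916* were above background in the control sample on 1 of the 2 arrays, and that of *Grin2c* in the knockout sample on 1 array, so these ratios rest on signals near background.
The largest mean log2 ratios of the matching probes were 2.68 for *Cldn11*, 2.32 for *Slc14a2* and 2.04 for *Pde4d*, and the lowest was that of *Cnnm2*. Under the alternative that adds an offset of 50 to the signals, the mean change of 7 of the 27 matching probes was at least 2-fold. With the background left in, 12 were, and with background-subtracted signals and median centring, all 27 were. All 27 kept the direction of the table on both arrays under these settings. *Cldn11* had a log2 ratio of 0.40 with the offset and 2.73 with background-subtracted signals and median centring. *Akr1b3*, among the brightest of these genes, had 1.25 with the offset against 1.26 with the processed signals.
For 5 genes, the brightest probe under the gene's name and another probe of the same gene gave mean ratios of opposite sign. The brightest *Slc14a2* probe (A_52_P198885, chromosome 18, 78342911 to 78342970) had log2 ratios of -0.20 and 0.02 on arrays 1 and 2. Its other probe (A_55_P1964028, 78379981 to 78380040), annotated to another transcript, had 2.27 and 2.38. The brightest *1810037I17Rik* probe had -0.01 and -0.15, and the other probes had 1.58 and 1.35, and 1.55 and 1.29. The brightest *Mapk8* probe had 0.84 and -0.39, and the other probes had -1.38 and -1.52, and -0.81 and -0.54. The brightest probe named *Pde4d* had -1.06 and 0.04, while a probe described as phosphodiesterase 4D under an Ensembl transcript had 2.25 and 1.83 and another such probe had -0.79 and -0.61. The probe named *Cmtm4* had -0.72 and 0.86, while a brighter probe named *Gm9853*, which the RefSeq gene table of GRCm38.p6 lists as a synonym of *Cmtm4*, had -2.21 and -1.61.

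**Figure D2:**
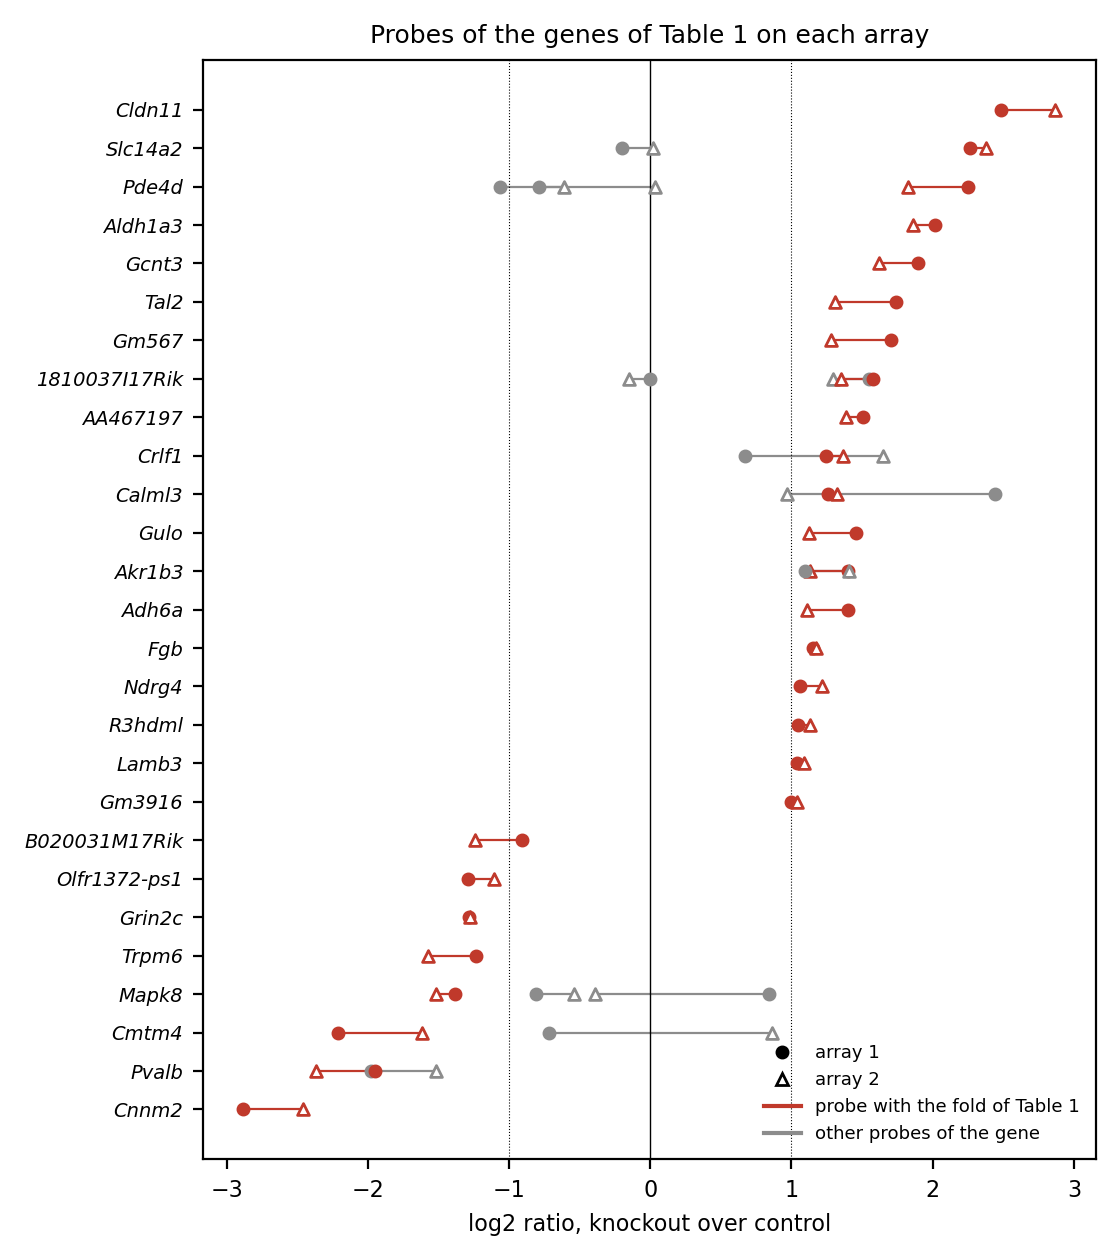
Log2 ratios, knockout over control, of the probes of the 27 genes of Table 1 on array 1 (filled circles) and array 2 (open triangles), each pair joined by a line. Probes with the fold of Table 1 are red, other probes of the same gene are grey, and dotted lines mark a 2-fold change. Grey and red probes lie apart for *Slc14a2*, *Pde4d*, *1810037I17Rik*, *Mapk8* and *Cmtm4*.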

Signature genes (*p* < 0.1; two-tailed Student’s *t*-test (paired)) with mean fold-changes > +2.0 (more than twice) or < − 2.0 (less than half) are listed.

We also examined TRPM6 expression in mice lacking CNNM4, which also show symptoms of hypomagnesemia^20^ but have elevated blood pressure^14^. Immunoblotting and immunofluorescence analyses indicated that TRPM6 expression is augmented in DCT cells of *Cnnm4*-deficient mice (Supplementary Fig. 1d, e), suggesting that TRPM6 expression is closely associated with blood pressure values, but it is not directly linked to blood magnesium levels.

### Regulation of TRPM6 expression by intracellular Mg^2+^ in DCT cells

To characterize the molecular mechanism of TRPM6 downregulation in *Cnnm2*-deficient mice, we used a DCT-derived cell line MDCT^21^, which expresses dominantly *Cnnm2* and moderately *Cnnm3* and *Cnnm4* among *Cnnm* family genes (*Cnnm1*–*Cnnm4*, Supplementary Fig. 1f). As CNNM2 and CNNM4 have strong Mg^2+^ efflux activity while CNNM3 has no Mg^2+^ efflux activity^15^, we performed small-interfering RNA (siRNA)-mediated knockdown of either *Cnnm2*, *Cnnm4*, or both. *Cnnm2* knockdown augmented intracellular Mg^2+^ levels ([Mg^2+^]_i_), and simultaneous knockdown of *Cnnm4* led to slight elevation of average [Mg^2+^]_i_ value, which was not statistically significant (Supplementary Fig. 1g). We next examined *Trpm6* expression by qPCR and found a significant decrease after *Cnnm2* knockdown and a much larger decrease after double knockdown of *Cnnm2* and *Cnnm4*. Therefore, *Trpm6* expression appears to be negatively regulated by intracellular Mg^2+^ levels, which is consistent with previous reports^22,23^. To directly examine the importance of Mg^2+^, we cultured MDCT cells in media with various concentrations of Mg^2+^. As shown in Supplementary Fig. 1h, decreasing the extracellular Mg^2+^ concentration led to the reduction in intracellular Mg^2+^ level and the increase of *Trpm6* expression, suggesting a suppressive role of Mg^2+^. In the case of double knockdown (*Cnnm2*/*Cnnm4*) MDCT cells, *Trpm6* expression was suppressed with decreasing Mg^2+^ concentrations down to 0.2 mM, but further reductions canceled the suppressive effect; both intracellular Mg^2+^ and *Trpm6* levels were not significantly different from control siRNA-transfected cells in both 0.1 and 0.02 mM conditions. These results indicate a Mg^2+^-dependent regulatory mechanism of *Trpm6* expression, which explains the *Trpm6* downregulation in the kidneys of *Cnnm2*-deficient mice.

### Conditional disruption of *Trpm6* in the kidney

Next, we aimed to generate *Trpm6*-deficient mice to further investigate the importance TRPM6 in the regulation of blood pressure. We used an embryonic stem (ES) cell clone carrying a recombinant *Trpm6* allele (Trpm6^−^) that contains a splice acceptor sequence, forcing premature mRNA splicing and resulting in an mRNA truncated after exon 6 (Supplementary Fig. 2a). Chimeric heterozygous mice were obtained by blastocyst injection of the ES cells and recombination was confirmed by PCR (Supplementary Fig. 2b). We intercrossed these *Trpm6*^+/−^ mice, but no *Trpm6*^−/−^ offspring were obtained (Supplementary Fig. 2c). This result is consistent with previous reports showing embryonic lethality in *Trpm6*-deficient mice^24,25^.

Therefore, we performed a kidney-specific conditional disruption of *Trpm6* using *Six2-Cre*, which enables efficient and specific expression of GFP-fused Cre recombinase in the embryonic kidney (ref. ^26^ and Supplementary Fig. 3). *Trpm6*^fl/fl^;*Six2-Cre* mice (kidney-specific *Trpm6*-deficient mice) were born at the expected Mendelian ratio (Supplementary Fig. 2c). To determine the expression of TRPM6, we performed immunoblotting analyses using an anti-TRPM6 antibody. TRPM6 protein levels were greatly reduced in the kidneys of *Trpm6*^fl/fl^;*Six2-Cre* mice, but no significant changes were observed in other organs (Fig. 1a). Immunofluorescence staining analyses also showed no expression of TRPM6 in NCC-positive DCT cells (Fig. 1b). We observed no significant TRPM6-positive signal in more than 100 such clusters of NCC-positive cells, suggesting that TRPM6 expression is almost completely suppressed in DCT cells of *Trpm6*^fl/fl^;*Six2-Cre* mice. These results confirm the successful generation of kidney-specific *Trpm6*-deficient mice.

**Fig. 1:**
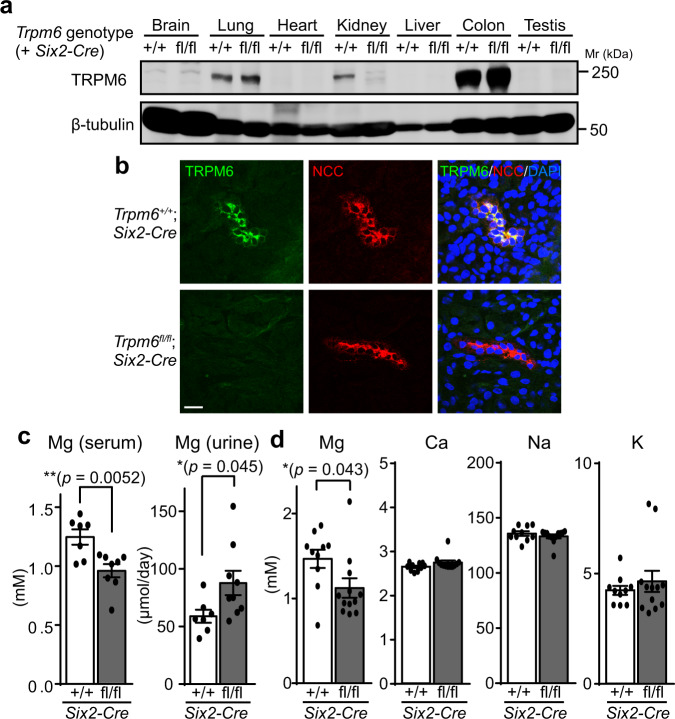
Disrupted magnesium homeostasis in *Trpm6*-deficient mice. **a** Lysates obtained from various organs of 2-month-old *Trpm6*^+/+^;*Six2-Cre* and *Trpm6*^fl/fl^;*Six2-Cre* mice were subjected to immunoblotting with an anti-TRPM6 antibody. A representative result from two independent experiments with similar results are shown. **b** Cryosections of 2-month-old *Trpm6*^+/+^;*Six2-Cre* and *Trpm6*^fl/fl^;*Six2-Cre* mice were subjected to immunofluorescence staining with an anti-TRPM6 antibody (green), an anti-NCC antibody (red), and DAPI (blue). Bar, 20 μm. A representative result from three independent experiments with similar results are shown. **c** Colorimetric quantitation of magnesium (Mg) in serum and urine samples obtained from 2- to 3-month-old mice of *Trpm6*^+/+^;*Six2-Cre* and *Trpm6*^fl/fl^;*Six2-Cre* mice. Data are shown as means ± SEM (from left to right, *n* = 7, 8, 7, 9 mice). The *p*-values were determined by Student’s two-tailed *t*-tests (unpaired). *p <  0.05, **p < 0.01. **d** Serum samples were subjected to elemental analyses using ICP-ES. Data are shown as means ± SEM (*n* = 10 for *Trpm6*^+/+^;*Six2-Cre* mice and *n* = 12 for *Trpm6*^fl/fl^;*Six2-Cre* mice). The *p*-values were determined by Student’s two-tailed *t*-tests (unpaired). *p < 0.05.

We first examined the effect of kidney-specific *Trpm6*-deficiency on magnesium homeostasis. We maintained mice in metabolic cages and collected urine and serum samples, which were then subjected to colorimetric quantitation of magnesium levels using Xylidyl Blue-I. Serum magnesium levels were significantly lower in *Trpm6*^fl/fl^;*Six2-Cre* mice compared to those in control *Trpm6*^+/+^;*Six2-Cre* mice, whereas urinary magnesium levels were higher (Fig. 1c). We also performed inductively coupled plasma-emission spectroscopy (ICP-ES) analyses to measure several major metal elements in the serum and found that only magnesium levels were significantly affected in *Trpm6*^fl/fl^;*Six2-Cre* mice (Fig. 1d). These results clearly indicate that kidney-specific *Trpm6*-deficient mice have hypomagnesemia with renal magnesium wasting, as observed in kidney-specific *Cnnm2*-deficient mice^14^.

### Lack of circadian variation of blood pressure and renin activity

Next, we subjected *Trpm6*^fl/fl^;*Six2-Cre* mice to blood pressure measurements using radiotelemetry. Systolic and diastolic blood pressure values were both significantly lower in *Trpm6*^fl/fl^;*Six2-Cre* mice than control mice (Fig. 2a and Supplementary Fig. 4). It is noteworthy that the usual circadian variation of blood pressure, with high values during the dark period and low values during the light period in mice, was not observed in *Trpm6*^fl/fl^;*Six2-Cre* mice. To examine whether the circadian rhythm proceeds normally, we used radiotelemetry to measure the locomotive activity of mice and confirmed a very clear circadian variation in *Trpm6*^fl/fl^;*Six2-Cre* mice (Fig. 2b). We also examined blood levels of vasopressin (AVP) and mRNA levels of two clock genes *Bmal1* and *Per2* in the brain and kidney; all are known to show typical circadian variation^27,28^. We analyzed at six different time points (at 0, 4, 8 zeitgeber times (ZT) for the light period and at 12, 16, 20 ZT for the dark period). Control mice show clear circadian patterns of their expression as previously reported^28^, and again, we found no significant abnormalities in *Trpm6*^fl/fl^;*Six2-Cre* mice (Fig. 2c and Supplementary Fig. 5). We also checked the expression level of *Trpm7*, which encodes an Mg^2+^-permeable channel closely related to TRPM6, in the kidney. The expression patterns were very similar in both *Trpm6*^+/+^;*Six2-Cre* and *Trpm6*^fl/fl^;*Six2-Cre* mice, and did not show clear circadian patterns (Supplementary Fig. 5). Collectively, we conclude that the circadian rhythm proceeds normally in *Trpm6*^fl/fl^;*Six2-Cre* mice. It has been considered that blood pressure elevation during the active period (the dark period for mice and the light period for humans) in both humans and mice occurs in response to an increase in renin secretion into the blood^2^. We measured renin activity in blood samples collected at the six different time points described above. A clear increase in blood renin activity was observed during the dark periods in samples from control mice, but no significant increase was observed in samples from those of *Trpm6*^fl/fl^;*Six2-Cre* mice (Fig. 2d). We also measured the blood level of noradrenaline, the release of which is known to be stimulated by the activation of renin–angiotensin system^29,30^. As expected, their circadian variation also disappeared in *Trpm6*^fl/fl^;*Six2-Cre* mice (Fig. 2e). Meanwhile, the protein level of blood angiotensinogen (AGT), another rate limiting molecule for activating renin–angiotensin system in mice^31^, was unaffected by *Trpm6* deficiency (Supplementary Fig. 6). The results suggest that the impaired circadian variation of renin is important for the loss of circadian variation of blood pressure by *Trpm6*-deficiency.

**Fig. 2:**
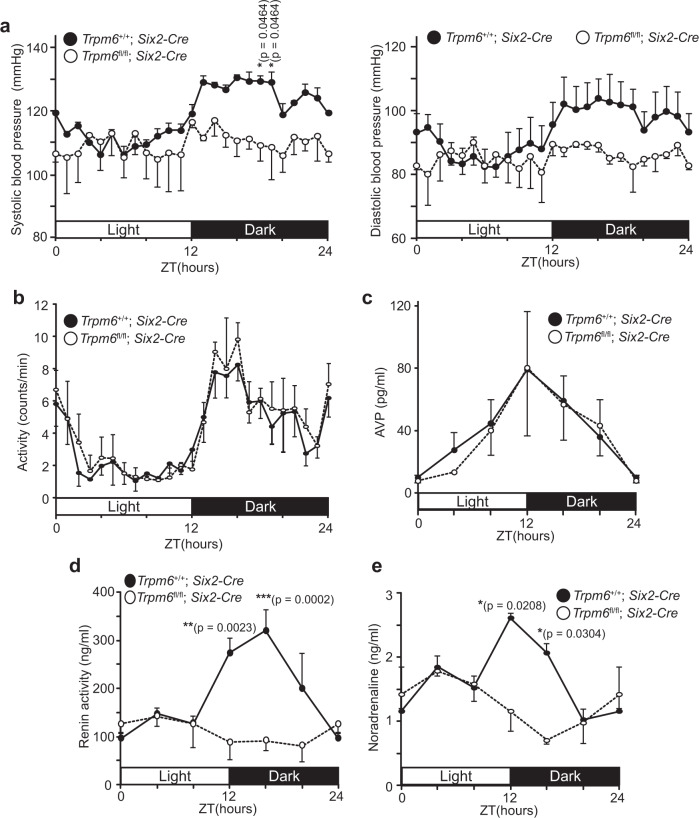
*Trpm6* ablation impairs circadian rhythms of blood pressure and renin activity. **a** Blood pressure values of 2- to 3-month-old mice of the indicated genotypes were measured with radiotelemetry. Data are shown as means ± SEM for systolic (left) and diastolic (right) pressure values (*n* = 4 for *Trpm6*^+/+^; *Six2-Cre* and *n* = 3 for *Trpm6*^fl/fl^; *Six2-Cre*). The *p*-values were determined by two-way ANOVA with Holm-Sidak post hoc tests. *p < 0.05. **b** Locomotor activity of 2- to 3-month-old mice of the indicated genotypes. Data are shown as means ± SEM (*n* = 3 mice for each genotype). **c**–**e** Whole blood was collected from 2- to 4-month-old mice of the indicated genotypes at indicated time periods, and plasma AVP (**c**, *n* = 3 mice for each genotype), renin activity (**d**, *n* = 5 at ZT0 and ZT4, *n* = 6 for *Trpm6*^+/+^; *Six2-Cre* and *n* = 4 for *Trpm6*^fl/fl^; *Six2-Cre* at ZT8, *n* = 3 at ZT12, ZT16, and ZT20), and noradrenaline (**e**, *n* = 4 at ZT0, ZT4, and ZT8, and *n* = 3 at ZT12, ZT16, and ZT20) were measured. Data are shown as means ± SEM. The *p*-values were determined by two-way ANOVA with Holm-Sidak post hoc tests. *p < 0.05, **p < 0.01, ***p < 0.001.

### Proximity of TRPM6-expressing cells to renin-secreting cells

Renin is expressed in and secreted from JG cells in the kidney^17,18^. JG cells are in direct contact with the macula densa, which is located adjacent to the DCT and which stimulates renin secretion from JG cells in response to the reduction of urinary Cl^−^ levels^18^. Immunofluorescence staining for renin and neuronal nitric oxide synthase (nNOS), a macula densa marker, showed no abnormalities in either the pattern or intensity of positive signals observed near the glomeruli in *Trpm6*^fl/fl^;*Six2-Cre* mice (Fig. 3a). Therefore, cells directly involved in renin secretion and its regulation do not seem to be markedly affected by *Trpm6* deficiency. As TRPM6 is co-expressed with NCC in the DCT (Supplementary Fig. 1c), we next examined the spatial relationship between TRPM6/NCC-expressing cells (DCT) and the macula densa or JG cells. Confocal images of sagittal DCT sections showed almost a complete overlap of TRPM6 and NCC signals throughout the DCT (Fig. 3b). We then stained for nNOS and NCC, and found that the areas positive for nNOS and NCC are connected, without any signal overlap (Fig. 3c). In addition, double staining for renin and TRPM6/NCC revealed that some TRPM6/NCC-expressing cells are in proximity to renin-expressing JG cells (Fig. 3d, e), suggesting that TRPM6/NCC-expressing cells, as well as the macula densa, may have a significant impact on renin secretion.

**Fig. 3:**
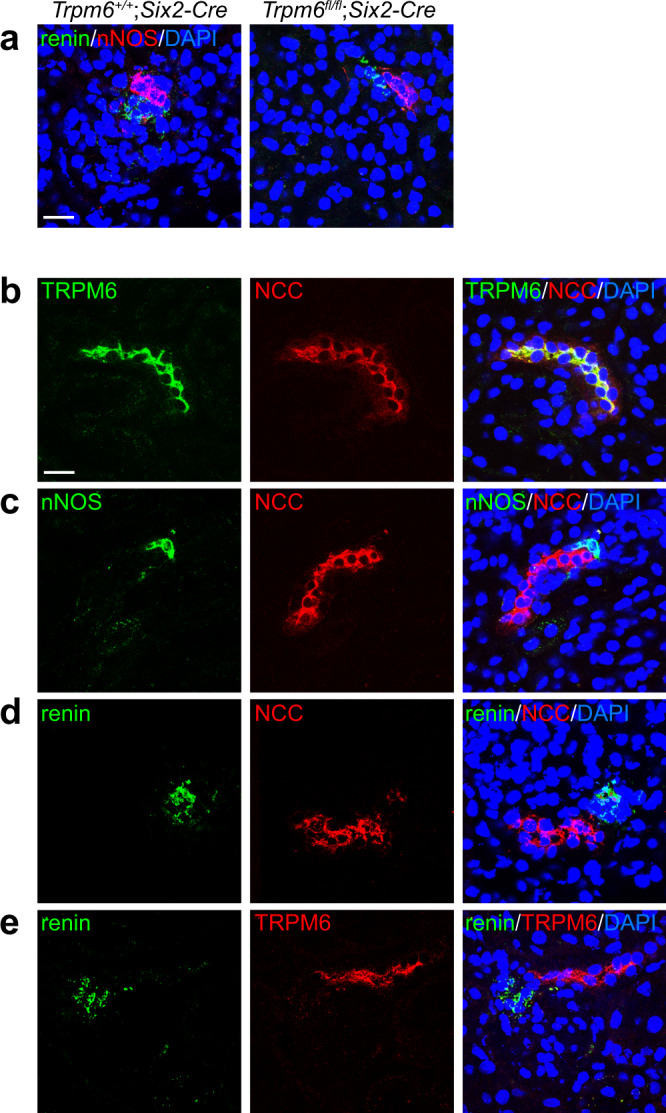
TRPM6-expressing cells are adjacent to renin-secreting cells. **a** Cryosections of 2-month-old *Trpm6*^+/+^;*Six2-Cre* and *Trpm6*^fl/fl^;*Six2-Cre* mouse kidneys were subjected to immunofluorescence staining with an anti-renin antibody (green), an anti-nNOS antibody (red), and DAPI (blue). Bar, 20 μm. A representative result from three independent experiments with similar results are shown. **b**–**e** Cryosections of 2-month-old *Trpm6*^+/+^;*Six2-Cre* mouse kidneys were subjected to immunofluorescence staining with the indicated antibodies and DAPI (blue). Merged images and monochrome images of each antibody staining are shown. Bar, 20 μm. A representative result from three independent experiments with similar results are shown.

### Impaired renin secretion by *Trpm6* deficiency

In general, the autonomic nervous system plays a crucial role in orchestrating the progression of the circadian rhythm. Renin secretion from JG cells during the active period is thought to be stimulated by noradrenalin secreted from renal sympathetic neurons^32^. To directly investigate the effect of such stimulation on renin secretion, we prepared kidney slices and stimulated them with isoproterenol, a β-adrenoreceptor (AR) agonist. Results showed a very clear decrease in renin-positive signal remaining in the slice after isoproterenol stimulation for 30 min (Fig. 4a). Quantitative analyses showed that the percentage of glomeruli surounded by renin-positive signal decreased from approximately 80% to 30% after isoproterenol stimulation (Fig. 4b), indicating the occurrence of massive renin secretion. However, we did not observe a significant effect of isoproterenol stimulation on renin signal in kidney slices from *Trpm6*^fl/fl^;*Six2-Cre* mice. To confirm the result, we also measured the blood renin activity after isoproterenol administration. The results show that significant elevation of blood renin activity was only observed in control mice (Fig. 4c), while the increase of heart rate was commonly observed in both strains (Supplementary Fig. 7). These results imply that renin-secreting JG cells cannot respond to stimulation from renal sympathetic neurons, consistent with the disappearance of the circadian increase in blood pressure and renin activity in *Trpm6*^fl/fl^;*Six2-Cre* mice.

**Fig. 4:**
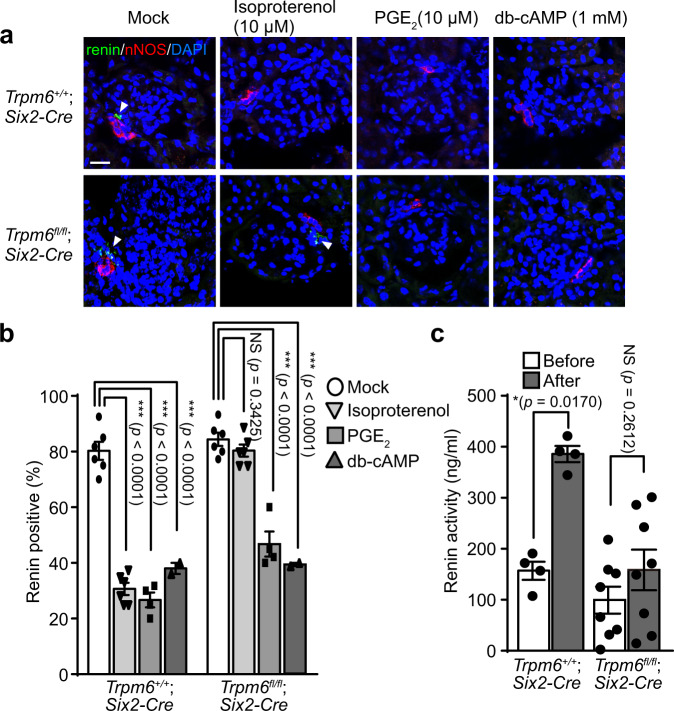
Impaired renin secretion upon adrenergic stimulation. **a** Slices of kidneys dissected from 2- to 3-month-old mice of the indicated genotypes were incubated with the indicated chemicals for 30 min and cryosections of these kidney slices were subjected to immunofluorescence staining with an anti-renin antibody (green), an anti-nNOS antibody (red), and DAPI (blue). Arrowheads indicate renin-positive cells. Bar, 20 μm. A representative result from three independent experiments with similar results are shown. **b** The percentages of glomeruli with adjacent renin-positive cells are shown as means ± SEM (in both genotype, *n* = 6 (mock), 6 (Isoproterenol), 4 (PGE_2_), and 2 (db-cAMP)). The *p*-values were determined by two-way ANOVA with Holm-Sidak post hoc tests. ***p < 0.001. **c** 2- to 3-month-old mice of the indicated genotypes were intraperitoneally administered with 10 mg/kg isoproterenol, and plasma collected the day before and 30 min after drug administration were subjected to renin activity measurement (*n* = 4 for *Trpm6*^+/+^; *Six2-Cre*, and *n* = 8 for *Trpm6*^fl/fl^; *Six2-Cre*). Data are shown as means ± SEM. The *p*-values were determined by two-way ANOVA with Holm-Sidak post hoc tests. *p < 0.05.

JG cells can also be stimulated to secrete renin in response to prostaglandins, among which prostaglandin E_2_ (PGE_2_) is considered most significant since it is physiologically secreted by macula densa cells when urinary Cl^−^ levels decrease^17,18^. Moreover, it is also known that PGE_2_ treatment of kidney slices can stimulate renin secretion efficiently^33^. Stimulation of JG cells with PGE_2_ and isoproterenol commonly activates cAMP production, which ultimately causes renin secretion. Therefore, we also tested the effect of PGE_2_ and the membrane-permeable cAMP analog, dibutylyl-cAMP (db-cAMP). PGE_2_ and db-cAMP successfully stimulated renin secretion in kidney slices from *Trpm6*^fl/fl^;*Six2-Cre* mice and control mice (Fig. 4a, b). This indicates that *Trpm6* deficiency does not abrogate the general machinery involved in sensing external cues, relaying intracellular signals, and executing renin secretion, but it specifically affects the response to β-AR.

### Decreased β-AR expression in JG cells by *Trpm6* deficiency

Impaired β-AR receptor response (Fig. 4) in *Trpm6*^fl/fl^;*Six2-Cre* mice led us to investigate the status of the β-AR receptor expression, and thus we performed immunofluorescence of β1-AR, the major β-AR subtype expressed in JG cells^34^. As reported previously^34^, we found the band-like staining pattern in renal sections of both control and *Trpm6*^fl/fl^;*Six2-Cre* mice (Fig. 5a, b). It is known that β1-AR is strongly expressed in both blood vessel and JG cells^34^, and consistently, the β1-AR-positive cells at the end of the band-like staining in control mouse kidney were also positive for renin staining (shown with an arrowhead). In contrast, staining of *Trpm6*^fl/fl^;*Six2-Cre* mouse kidney showed a smaller number of β1-AR/renin double-positive cells, suggesting that β1-AR expression was decreased in JG cells. To corroborate this finding, we isolated JG cells by using Percoll density gradient centrifugation method according to the previous report^35^ (Fig. 5c). Immunoblotting analyses revealed that renin-positive JG cells are enriched in band 3 fraction, which is consistent with their report^35^, and β1-AR expression in this band 3 fraction was specifically much lower in *Trpm6*^fl/fl^;*Six2-Cre* mice. Taken together, we found that *Trpm6* deficiency decreases the expression level of β1-AR in JG cells, which is consistent with the impaired renin secretion.

**Fig. 5:**
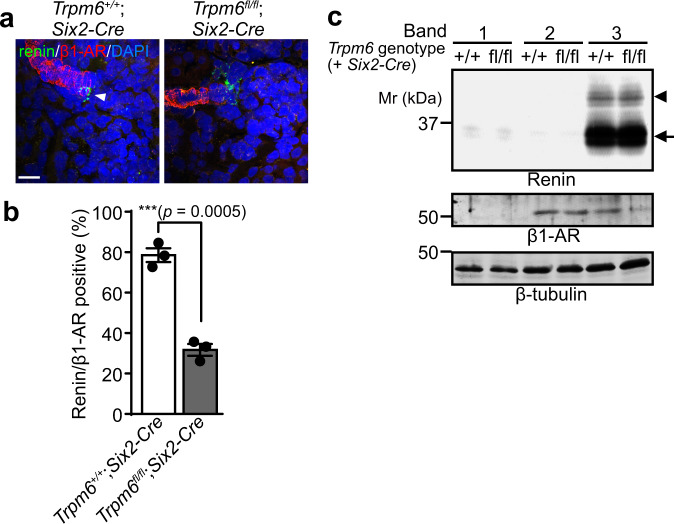
Decreased β1-AR expression in JG cell. **a** Cryosections of 2-month-old *Trpm6*^+/+^;*Six2-Cre* and *Trpm6*^fl/fl^;*Six2-Cre* mouse kidneys were subjected to immunofluorescence staining with an anti-renin antibody (green), an anti-β1-AR antibody (red), and DAPI (blue). Bar, 20 μm. A representative result from three independent experiments with similar results are shown. **b** The percentages of glomeruli with adjacent renin/β1-AR-double-positive cells are shown as means ± SEM (*n* = 3). The *p*-values were determined by Student’s two-tailed *t*-tests (unpaired). ***p < 0.001. **c** Kidneys dissected from 2-month-old *Trpm6*^+/+^;*Six2-Cre* and *Trpm6*^fl/fl^;*Six2-Cre* mice were treated with trypsin and collagenase, and dispersed cells were separated using Percoll density gradient centrifugation. Cells in each band were collected, and the cell lysates were subjected to immunoblotting with indicated antibodies. Arrowhead and arrow indicate precursor and processed mature form, respectively. A representative result from three independent experiments with similar results are shown.

### The effect of artificial intervention on circadian blood pressure variation

In the final set of experiments, we tested the effect of various interventions on circadian blood pressure variation. To confirm the importance of renin, we administered a clinically available renin inhibitor aliskiren^36^ to wild-type mice (Fig. 6a). Like *Trpm6* ablation, aliskiren administration by surgically implanting an osmotic minipump significantly suppressed the circadian blood pressure variation. Next, we performed renal denervation operations, since the activation of β-AR on JG cells through the sympathetic nervous system is the major pathway for stimulating renin secretion in a circadian manner^32^ (Fig. 6b). Again, we found that the intervention suppressed the blood pressure variation. These results are in agreement with our model that defects in β-AR response and renin secretion are responsible for the loss of blood pressure variation in *Trpm6*^fl/fl^;*Six2-Cre* mice.

**Fig. 6:**
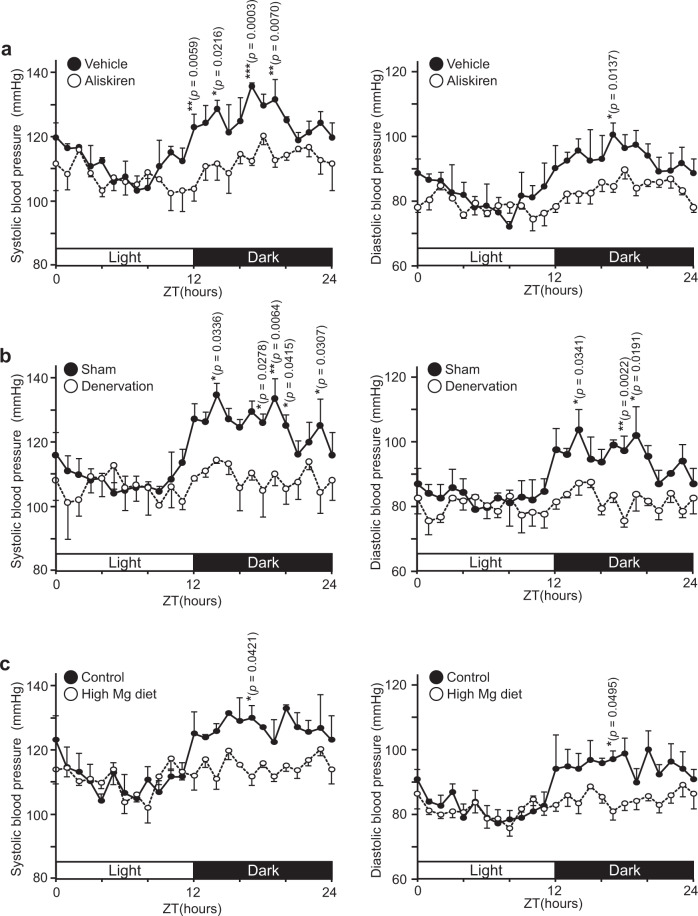
Effect of artificial intervention on circadian rhythms of blood pressure. 2- to 4-month-old WT mice were (**a**) administered with 25 mg/kg/day aliskiren via subcutaneously embedded osmotic minipump, **b** subjected to renal denervation, or **c** fed high-Mg diet, and blood pressure values were measured with radiotelemetry. Data are shown as means ± SEM for systolic (left) and diastolic (right) pressure values (*n* = 3 mice for each condition). The *p*-values were determined by two-way ANOVA with Holm-Sidak post hoc tests. *p < 0.05, **p < 0.01, ***p < 0.001.

We also tested the effect of elevating dietary magnesium content. For this purpose, wild-type mice fed a high-Mg diet containing 0.6% (normal diet: 0.3% magnesium) for 1 month. As expected, those mice showed elevated blood Mg level (Supplementary Fig. 8a). We then checked the expression level of TRPM6 at DCT; it decreased drastically by feeding high-Mg diet (Supplementary Fig. 8b, c), and the extent of decreased TRPM6 expression was larger than renal *Cnnm2* ablation. When we measured the blood pressure in these mice, we found that mice fed a high-Mg diet showed significantly smaller blood pressure variation (Fig. 6c) as *Trpm6*-deficient mice, which is consistent with our notion that renal TRPM6 is important for circadian blood pressure variation.

## Discussion

In this study, we demonstrated the importance of TRPM6 in the regulation of blood pressure. In particular, we show almost complete disappearance of the circadian variation of blood pressure in kidney-specific *Trpm6*-deficient mice. We also found that secretion of renin, a key hormone orchestrating blood pressure, was severely abrogated in *Trpm6*-deficient mice, which is consistent with the observed blood pressure phenotype. Several reports have shown that TRPM7, another Mg^2+^-permeable channel closely similar to TRPM6, also affects blood pressure^37,38^. TRPM7 prevents the increase of blood pressure upon Angiotensin II administration by suppressing the response of vascular endothelial cells to Angiotensin II^37^. To the contrary, it was recently reported that TRPM7 also facilitates the elevation of blood pressure upon leptin administration by mediating Mg^2+^ influx into the carotid body cells^38^. Thus, the role of TRPM7 in blood pressure regulation is ambiguous. However, since the expression level of TRPM7 in the kidney was not affected by renal *Trpm6* ablation (Supplementary Fig. 5), it appears that TRPM7 is not directly involved in the phenotypes observed in this study.

As observed in *Cnnm2*-deficient mice, blood pressure values were reduced in *Trpm6*-deficient mice (Fig. 2)^14^. However, it should be noted that there was a clear difference between these mice. *Cnnm2* disruption generally reduced blood pressure, but circadian variation was still clearly observable. In contrast, this variation disappeared in *Trpm6*-deficient mice. Such a qualitative difference is also consistent with our observation that the circadian variation of renin was preserved in *Cnnm2*-deficient mice (Supplementary Fig. 9). It should be noted that both CNNM2 and TRPM6 are thought to be important for renal Mg^2+^ reabsorption by mediating the vectorial Mg^2+^ transport through the DCT, and indeed, mice deficient in either gene exhibited identical renal Mg^2+^-wasting phenotype (Fig. 1 and ref. ^39^). The qualitative difference of blood pressure phenotype between *Cnnm2*- and *Trpm6*-deficient mice suggests that Mg^2+^ transport in the DCT, the common function of the two molecules, is not directly involved in the circadian variation of blood pressure and renin secretion, suggesting that the CNNM2-independent role of TRPM6 underlies these intriguing phenotypes.

Several mechanisms work to stimulate renin secretion from JG cells to maintain blood pressure. Among them, the input from renal sympathetic neurons is considered to play the principal role in augmenting blood pressure during the active period of circadian variation^32^. These neurons secrete noradrenalin, which binds to and activates β-AR on JG cells to stimulate cAMP production, ultimately leading to renin secretion^17,32^. In our experiments using kidney slices obtained from *Trpm6*-deficient mice, stimulation with isoproterenol, a β-AR agonist, showed no effect on renin secretion, while stimulation with PGE_2_ or db-cAMP efficiently increased renin secretion (Fig. 4). PGE_2_ is secreted by the macula densa in response to low levels of urinary Cl^−^ and it activates EP2 and EP4 receptors on JG cells, which, like β-AR activation, ultimately stimulates cAMP production^40^. Therefore, these results imply that β-AR signaling is selectively abrogated in JG cells of *Trpm6*-deficient mice, without affecting the downstream cAMP-mediated signaling pathway. Consistently, immunofluorescence of mouse kidney sections and immunoblotting of isolated JG cells revealed that β-AR expression was significantly decreased in the JG cells of *Trpm6*-deficient mice (Fig. 5). Such reduced β-AR expression should make JG cells unable to secrete renin in response to sympathetic nerve stimulation during the active period, thereby eliminating circadian variation of blood renin level and blood pressure. It should be noted that there is a study using β1/β2-AR knockout mice, which showed decreased circadian blood pressure variation as *Trpm6*-deficient mice^41^. They ascribed it to the decreased locomotor activity, but it remains possible that reduced circadian variation of renin activity contributes to decreased circadian variation of blood pressure. Alternatively, the unusual background of their mice (mixed background of C57BL6/J, 129, and FVB; we used pure C57BL6/J background) might mask the effect of β-AR on blood pressure variation; genetic backgrounds are critical for circadian blood pressure variation^42^.

How the loss of TRPM6 in DCT cells leads to the decreased β-AR expression in JG cells has remained elusive. Experiments using other types of cells have shown that β-AR expression is regulated by various molecules known to mediate intercellular signaling: Addition of glucocorticoids to the culture medium of vas deferens-derived cell line DDT1 MF-2 increases β-AR expression^43^. Also, it was reported that nitric oxide (NO) suppressed β-AR degradation in cardiac cells through S-nitrosylation of GRK2^44^. Among these molecules, it is noteworthy that NO is secreted from renal macula densa cells, stimulating JG cells in a paracrine manner to increase renin secretion^45^. While the expression of nNOS, the NO producing enzyme in the kidney, is restricted to macula densa cells, they are in direct contact with DCT cells, the next segment of the renal tubule^16^. Thus, it is possible that *Trpm6*-deficiency in DCT cells leads to the decreased β-AR expression in JG cells by affecting the production or release of NO from the adjacent macula densa cells.

It is known that JG cells also communicate with other cells by forming gap junctions with surrounding cells, such as mesangial cells, and receive Ca^2+^ to suppress renin secretion^17^. Although JG cells and DCT cells do not directly contact with each other, they are still closely located (ref. ^46^ and Fig. 3) and it is possible that these cells use gap junctional communications through intervening cells, such as mesangial cells; all three cell types reportedly express Cx37^47,48^, a connexin isoform that oligomerizes and constitutes gap junctions. Further analysis may identify the molecule and the route responsible for the intercellular signaling between DCT and JG cells, which is important to unveil the overall mechanism of disrupted circadian blood pressure variation by *Trpm6*-deficiency.

In *Trpm6*-deficient mice, the circadian variation of blood levels of not just renin but also noradrenaline disappeared (Fig. 2e). Activation of the renin–angiotensin system stimulates the release of noradrenaline to the bloodstream^29,30^, and thus, it seems reasonable that the effect of *Trpm6* ablation on blood renin and noradrenaline levels was similar. Since noradrenaline also acts on the β-AR of JG cells to promote renin secretion, the two molecules are assumed to constitute a positive feedback loop, stimulating each other’s secretion. However, it should be noted that the results of isoproterenol administration experiments explicitly show the defect in renin secretion (Fig. 4), and thus it seems to be the primary cause of the loss of the circadian variation of both renin and noradrenalin.

Thus far, a variety of effective drugs have been developed and used to treat hypertensive patients. However, a significant number of patients show resistance to the conventional treatments that use a combination of major antihypertensive drugs of different functional mechanisms^49^. Surgical denervation of renal sympathetic neurons using endovascular catheters has been conducted on a trial basis to treat such resistant hypertension^50^. Its practical effectiveness at improving blood pressure control has been controversial^51,52^, but recently published studies have shown a significant reduction in blood pressure compared with sham controls^53,54^. There are also mixed results on the effect of renal denervation on circadian variation of blood pressure. Some reports showed that the extent of blood pressure decrease by renal denervation was larger during the active periods^53^, but others reported no change in circadian variation of blood pressure^55,56^. In the analysis using laboratory animals, our renal denervation operations against mice suppressed the circadian variation of blood pressure (Fig. 6). Similar operations were also performed against rats, but even control wild-type rats show almost no circadian blood pressure variation in the first place^57,58^, making it difficult to evaluate the effect of the operation. More studies are required to make clear the impact of renal denervation on circadian blood pressure variation, which would also help us to understand the more detailed mechanism of blood pressure dysregulation by *Trpm6*-deficiency.

## Methods

### Animals

*Cnnm2*^fl/fl^;*Six2-Cre*, *Cnnm2*^+/Δ^, *Cnnm4*^Δ/Δ^, and control mice were generated in our previous studies^14,20,59^. *Trpm6*-deficient mouse strains were generated from an ES cell clone carrying the recombinant allele of *Trpm6*, Trpm6^*−*^ (ID: EPD0741_2_G10, purchased from Knockout Mouse Project [KOMP]). Germline chimeras from this ES cell were bred with wild-type C57BL6/J mice to obtain *Trpm6*^+/*−*^ mice. *Trpm6*^+/*−*^ mice were then bred with *FlpO* mice^59^ to obtain mice with the *Trpm6*-floxed allele, Trpm6^fl^, and were subsequently crossed with *Six2-Cre* mice to obtain *Trpm6*^fl/fl^;*Six2-Cre* mice. Genotyping PCR was performed using the primers listed in Supplementary Table 1. Mice were maintained in individually ventilated cages in a specific pathogen-free, temperature controlled (20–26 °C) facility with a 12-h light/dark cycle. Age- and sex-matched male and female mice (2–4-month-old) were used in each independent experiment. All mouse experiments were conducted in accordance with the Guidelines of Proper Conduct of Animal Experiments (issued by the Science Council of Japan) after the receipt of approvals from the Animal Care and Use Committee of the Research Institute for Microbial Diseases, Osaka University, Japan.

### Expression constructs

Human *Trpm6* complementary DNA (cDNA) was purchased from Dharmacon (IMAGE: 100062461). The cDNA fragment was inserted into pCMV-Tag2B (Agilent) for expression in mammalian cells.

### Antibodies and chemicals

The anti-NCC guinea pig polyclonal antibody (1/500 dilution for immunofluorescence analyses) was kindly provided by Dr. Shinichi Uchida (Tokyo Medical and Dental University)^60^. Anti-CNNM2 (1/2,000 dilution for immunoblotting analyses and 1/200 for immunofluorescence analyses) and anti-CNNM4 (1/2,000 dilution for immunoblotting analyses) rabbit polyclonal antibodies were generated in our previous studies^14,20^. The anti-TRPM6 rabbit polyclonal antibody (1/300 dilution for immunofluorescence analyses) was generated by immunizing rabbits with the bacterially expressed His-tagged TRPM6 (1270–1453 a.a.) proteins and purified using the bacterially expressed GST-tagged TRPM6 recombinant proteins (1270–1497 a.a.). The following commercially available primary antibodies were used: anti-NCC antibody (AB3553; Millipore, 1/5,000 dilution for immunoblotting analyses), anti-phospho-NCC antibody (S995B; University of Dundee, 1/500 dilution for immunoblotting analyses), anti-TRPM6 antibody (AP8053C; Abgent, 1/5,000 dilution for immunoblotting analyses), anti-renin antibody (ISASRREN-GF; Innovative Research, 1/500 dilution for immunofluorescence analyses), anti-renin antibody (AF4277; R&D Systems, 1/1000 dilution for immunoblotting analyses), anti-nNOS antibody (160870; Cayman, 1/500 dilution for immunofluorescence analyses), anti-AGT antibody (28101; IBL, 1/100 dilution for immunoblotting analyses), anti-β1-AR antibody (PA1049; Invitrogen, 1/1000 dilution for immunoblotting analyses and 1/100 dilution for immunofluorescence analyses), anti-GFP antibody (A11122; Invitrogen, 1/3000 dilution for immunoblotting analyses), and anti-β-tubulin and anti-FLAG antibodies (T4026 and F1804, respectively; Sigma, both 1/5000 dilution for immunoblotting analyses). We used the following commercially available secondary antibodies: Alexa Fluor 488-conjugated anti-rabbit and anti-sheep antibodies and Alexa Fluor 568-conjugated anti-rabbit and anti-guinea pig antibodies (Life Technologies) for immunofluorescence analyses (all 1/2000 dilution), alkaline phosphatase-conjugated anti-rabbit, anti-goat, and anti-mouse antibodies (Promega, all 1/10,000 dilution), HRP-conjugated anti-sheep antibody (Pierce, 1/10,000 dilution), and Clean-Blot IP Detection Kit (for immunoprecipitated samples; Thermo Fisher, 1/200 dilution) for immunoblotting analyses.

We used the following commercially available chemicals: isoproterenol (I6504; Sigma), PGE_2_ (14010; Cayman), db-cAMP (023-16381; Wako), and aliskiren (A4534; LKT).

### Validation of anti-TRPM6 antibody

The specificity of the house made anti-TRPM6 antibody used for immunofluorescence analyses (Figs. 1b, 3b, and 3e and Supplementary Figs. 1c, 1e, and 8c) was validated by successive immunoprecipitation and immunoblotting analyses as follows (Supplementary Fig. 10)^61^. To reduce the background noise level due to the antibody itself, the anti-TRPM6 antibody was covalently linked to Protein A agarose beads (Thermo Fisher) by incubating with 20 mM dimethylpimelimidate (Sigma) for 30 min at room temperature. Then, the beads were mixed with lysates of cells or mouse organs. Lysates were prepared by solubilizing cells or tissues in lysis buffer (20 mM Tris-HCl [pH 7.5], 0.5% Triton X-100, 150 mM NaCl, 2 mM EDTA, supplemented with cOmplete Protease Inhibitor Cocktail [Roche]). The beads were rotated overnight at 4 °C, washed five times with lysis buffer, and the resultant immunoprecipitates were subjected to immunoblotting analyses. To reduce the background noise level due to the precipitated antibody, the Clean-Blot IP Detection Kit was used, which selectively reacts to native IgGs (primary antibodies) but not to denatured IgGs as secondary antibodies.

### Cell culture

MDCT cells^21^, kindly provided by Dr. Kouichi Tamura (Yokohama City University) and Dr. Peter A. Friedman (University of Pittsburgh), were cultured in Dulbecco’s modified Eagle’s medium (DMEM)/Ham’s F-12 Medium (1:1 mixture), supplemented with 5% fetal bovine serum (FBS) and antibiotics. HEK293 cells were routinely maintained in our laboratory and cultured in DMEM plus 10% FBS and antibiotics. Cell cultures under low-magnesium conditions were performed with magnesium/calcium-free DMEM (Thermo Fisher) supplemented with PBS-dialyzed FBS, 1.8 mM CaCl_2_, and the indicated concentrations of MgCl_2_. Expression plasmids and siRNAs were transfected into cells using LipofectAmine2000 (Invitrogen) or LipofectAmine RNAiMAX (Invitrogen), respectively.

### RNAi knockdown

Duplex siRNAs against mouse *Cnnm2* and *Cnnm4* were purchased from Sigma and Invitrogen, respectively. The target sequences were as follows: *Cnnm2*-siRNA, 5′-CCATTGTGCAGCGAGTGAA-3′ and *Cnnm4*-siRNA, 5′-GGTGGACGAG ACCACAACTCTT-3′. A non-targeting siRNA sequence was used as a control (negative control LO GC, Invitrogen).

### Elemental quantitation

Elemental quantification was done as follows^20^. Urine was collected by housing each mouse in metabolic cages (CLEA Japan) after 1 week acclimation. For serum samples, whole blood was collected from the abdominal aorta and incubated for 30 min at room temperature. Serum was then collected by centrifugation. Each element was quantified either by Xylidyl Blue-I (Mg, Wako) or ICP-ES (Mg, Ca, Na, and K; ICPS-8100; Shimadzu).

### Hormone quantitation

Whole blood was collected from the abdominal aorta in EDTA-containing tubes and plasma was isolated by centrifugation. Plasma renin activity was measured using a fluorescence renin assay kit (Abcam) and a microplate reader (SH-9000 controlled by SF61 software; both from Corona electric). Plasma AVP and noradrenaline levels were quantitated using Arg^8^-Vasopressin ELISA kit (Enzo Life Sciences) and Norepinephrine ELISA Kit (LDN), respectively, and the abovementioned microplate reader.

### Microarray analyses

Microarray analyses were performed with the following protocol^62^. Kidneys were dissected from 2-month-old *Cnnm2*^+/+^;*Six2-Cre* or *Cnnm2*^fl/fl^;*Six2-Cre* mice and total RNA was extracted using the RNeasy Extraction Kit (Qiagen). Dye-swapped experiments were performed by hybridizing complementary RNA (cRNA), labeled with either cyanine (Cy) -3 or Cy-5 (Perkin-Elmer), onto a Whole Mouse Genome Oligo Microarray 4 × 44 K ver.2 (G4846A; Agilent Technologies). Data were submitted to the NCBI Gene Expression Omnibus (GEO), with accession number, GSE73490. 

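The methods' t-test was applied to the log2 ratios of the brightest probes, paired over the arrays. It has 1 degree of freedom and, if both arrays carry the same RNA, measures how closely the exchanged labelings repeat each other and not how mice differ. Its p-value was under 0.1 for 984 genes. With the limit on the mean fold, 22 genes were higher and 14 were lower, of which 16 and 6 are in Table 1 under the same name, and 1 each under another name (ENSMUST00000105096 for *Pde4d* and *Gm9853* for *Cmtm4*). After Benjamini-Hochberg adjustment over all genes tested, the smallest adjusted value was 1.00, and the counts were 0 and 0. At an unadjusted threshold of 0.05, 12 and 5 genes remained. The linear signals in place of log2 ratios gave 13 and 15 genes. The moderated test of limma, which pools the scatter over genes, gave 63 and 59 with unadjusted p-values. The rule does not ask for the same direction on both arrays, and these counts exceed the 62 and 56 of the rule of size. Passing limma's limit therefore adds little to the rule of size. On the deposited log10 ratios of single probes, the rule counted 69 probes higher and 61 lower without a limit on signal. Requiring a signal well above background in 1 genotype on both arrays left 28 and 19 probes, and requiring it in both genotypes left 19 and 10. The paper's text does not name a limit on signal. By the methods' t-test, *Trpm6* had a p-value of 0.0769 and a mean fold of -2.65, and *Pvalb* had 0.0834 and -3.36 with its brightest probe. With normexp and loess, the log2 ratio of *Trpm6* (-0.98) was short of 2-fold and the p-value of *Pvalb* was 0.104. With background-subtracted signals and median centring, the p-value of *Trpm6* was 0.128 and that of *Pvalb* 0.0339. With loess and no background correction, both p-values were under 0.1 (0.0742 and 0.0902).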

The genes (*p* < 0.1, two-tailed Student’s *t*-test, paired) with mean fold-changes > +2.0 or < −2.0 (“+” indicates upregulated and “−” indicates downregulated for each absolute value) in both experiments are listed in Table 1.

### PCR analyses

For cDNA synthesis^63^, RNA from mouse tissues or MDCT cells was prepared with RNAiso Plus (Takara), and cDNA was synthesized from 2 μg RNA with revertra ace (Toyobo). Semi-quantitative PCR analyses of mouse CNNMs^64^ were performed with a thermal cycler (T100; Bio-Rad) using Ex-taq (Takara). As a positive control, we also included samples using plasmid vectors containing the cDNA region of each mouse *Cnnm* as templates. Real-time qPCR experiments^62^ were performed with MiniOpticon (Bio-Rad) using the iQ SYBR green Supermix (Bio-Rad) as a reagent, and the data were obtained under the control of Opticon Monitor software (Bio-Rad). The quality of the final PCR product was confirmed by agarose gel electrophoresis. No obvious non-specifically amplified DNAs were observed. The primer sets used are listed in Supplementary Table 1.

### [Mg^2+^]_i_ measurement

For [Mg^2+^]_i_ measurement^20^, cells were loaded with 2 μM Mag-fura2-AM (Invitrogen) in serum-free DMEM for 45 min at 37 °C. After washing with serum-free DMEM, the cells were viewed using the IX81 microscope (Olympus) equipped with a CMOS camera (ORCA-Flash 4.0; Hamamatsu Photonics) and a mercury lamp (USH-1030L; Olympus). The fluorescence images were acquired under the control of metamorph software (Molecular Device) with excitation wavelength of 330 − 350 nm and 370 − 390 nm, and emission wavelength of 505 − 545 nm, respectively. [Mg^2+^]_i_ was determined from the following formula [Mg^2+^]_i_ = *K*_d_*Q* × (*R* − *R*_min_)/*R*_max_, where *R* is the ratio of the signal intensity with 330 − 350 nm excitation (*F*_1_) to that with 370 − 390 nm excitation (*F*_2_) (*R* = *F*_1_/*F*_2_), *R*_max_ is the maximum value of *R*, *R*_min_ is the minimum value of R, *Q* is the ratio of the signal intensity with 370 − 390 nm excitation when *R*_min_ was obtained to the signal intensity with 370 − 390 nm excitation when *R*_max_ was obtained (*F*_2min_/*F*_2max_), and we used 1.5 mM as the *K*_d_ value^20^. The value of *R*_min_, *R*_max_, *F*_2min_, and *F*_2max_ were obtained after each experiment. The cells were incubated in serum-free DMEM supplemented with 6 μM 4-Bromo-A23187 (Wako) and 10 mM EDTA, and the fluorescent images were acquired to obtain *R*_min_ and *F*_2min_ values. Subsequently, the media was replaced with serum-free DMEM supplemented with 6 μM 4-Bromo-A23187 and 50 mM MgCl_2_, and the fluorescent images were acquired to obtain *R*_max_ and *F*_2max_ values. For [Mg^2+^]_i_ measurement of cells cultured under various extracellular Mg^2+^ conditions, loading of Mag-fura2, washing, and data acquisition was performed by bathing the cells with magnesium/calcium-free DMEM (Thermo Fisher) supplemented with 1.8 mM CaCl_2_ and the indicated concentrations of MgCl_2_.

### Kidney slice preparation

By referring to several studies^65–67^, kidney slices were prepared as follows. Kidneys dissected from 2- to 3-month-old mice were immediately placed on ice-cold saline, and slices (0.4 mm thick) were cut using a vibratory tissue slicer (DTK-1000, Dosaka EM). Slices were preincubated in Krebs-Ringer bicarbonate solution (KRBS; 118.5 mM NaCl, 4.7 mM KCl, 2.5 mM CaCl_2_, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_, 25 mM NaHCO_3_, 10 mM Glucose, saturated with 95% O_2_/5% CO_2_ and adjusted to pH 7.4) at 37 °C for 15 min. After washing with KRBS, slices were incubated for a further 30 min at 37 °C in fresh KRBS containing chemical stimulants. Slices were then fixed with ice-cold 2% paraformaldehyde (PFA) in PBS for 2 h and subjected to immunofluorescence analyses.

### Immunofluorescence analyses of tissue sections

Whole kidneys or kidney slices from 2-month-old mice were embedded in OCT compound (Sakura Finetechnical), frozen in liquid nitrogen, and then cut into 20- or 30-µm sections using a cryostat (Leica). Sections were mounted on glass slides, air-dried, and fixed with ice-cold 2% PFA in PBS for 10 min. For subsequent immunostaining^62,64^, the sections were blocked twice in PBSMT (2% skim milk, 0.3% Triton X-100 in PBS) for 1 h at 4 °C. Then, the specimens were incubated with primary antibody diluted in PBSMT for overnight at 4 °C. After 7 washes with PBSMT, the specimens were incubated with appropriate fluorophore-conjugated secondary antibodies for overnight at 4 °C. Nuclei were also stained with 4’,6-diamidino-2-phenylindole (DAPI). After seven washes with PBSMT, the sections were observed with a confocal scanning laser microscope (FLUOVIEW FV1000; Olympus) under the control of FV10-ASW software (Olympus).

### Telemetric measurements of blood pressure, heart rate, and locomotor activity

Telemetric measurements of blood pressure were performed as follows^14^. Blood pressure transducers (TA11PA-C10, Data Sciences International) were surgically inserted into the left common carotid artery of 2- to 3-month-old mice under anesthesia (by intraperitoneal administration of 0.3 mg/kg medetomidine, 4 mg/kg midazolam, and 5 mg/kg butorphanol). After 3 weeks of recovery, systolic and diastolic blood pressure values were recorded with a 2-min scheduled sampling every 60 min by using Dataquest ART software (Data Sciences International). Records were obtained for at least five consecutive days, and the averages of measurements taken at the same time each day were determined for each mouse and used for further statistical analyses, except for Supplementary Fig. 4. Based on Nakamori et al.^68^, renal denervation was performed 2 weeks before inserting blood pressure transducers as follows. Kidneys were exposed by abdominal incision and connective tissue around the renal vessels was dissected. Then, the renal vessels were immersed in 95% ethanol for 2 min and thereafter, in PBS for 2 min. Sham operation was performed using the equivalent procedure without ethanol immersion. Aliskiren was administered 25 mg/kg/day by subcutaneously embedding an osmotic pump (1004, ALZET), and recording was started from the day after pump introduction. For magnesium supplementation, mice were fed a magnesium-enriched diet containing 0.6% magnesium (CLEA Japan) for 1 month before blood pressure measurement.

Heart rate was measured with the same radiotelemetry system, except that the recording was performed with a 30-s scheduled sampling every minute, and a single measurement was used for further analysis.

Locomotor activities were assessed using the same radiotelemetry system, by monitoring the changes in signal strength from the transducer due to the animal’s locomotion. In this case, transducers were surgically inserted into the subcutaneous space in the right flank. Recordings were performed with the same time intervals as described above.

### Isolation of JG cells

JG cells were isolated according to the method reported by Della Bruna and colleagues^35^, with several minor modifications. Kidneys from four mice were minced and incubated in buffer 1 (130 mM NaCl, 5 mM KC1, 2 mM CaCl_2_, 10 mM glucose, 20 mM sucrose, 10 mM Tris-HCl [pH 7.4]) supplemented with 0.25% trypsin and 0.1 % collagenase at 37 °C for 2 h. After filtration with a cell strainer (40 μm pore size, Falcon), cells were washed with buffer 1 and mixed with 20× volume of 30% isoosmotic Percoll solution. Centrifugation at 27,000 × *g* for 25 min yielded three bands, and each band was collected and used for further analyses.

### Statistical analyses

All statistical analyses were performed using Prism software (GraphPad) after data analyses with Microsoft Excel 11, Metamorph (Molecular Device), or Dataquest ART (Data science international). Circadian pattern was determined by cosinor analyses, which fits the data to the following formula *y*  = BaseLine + Amplitude × cos ([*x* – PhaseShift] × *π*/12). All statistical data are presented as means ± SEM and *p*-values were obtained by either Student’s two-tailed *t*-test, one- or two-way ANOVA with Holm-Sidak post hoc test, or chi-square test, as described in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Microarray data were deposited to the NCBI Gene Expression Omnibus (GEO), with accession number GSE73490. The other source data supporting the findings of this study are publicly available in figshare [10.6084/m9.figshare.14544510]. Raw data are provided within source data file. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

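RNA from kidneys of 2-month-old *Cnnm2* fl/fl;*Six2-Cre* (knockout) and *Cnnm2*+/+;*Six2-Cre* (control) mice was measured on 2 arrays of 2 colours, with the dyes exchanged between the arrays. The labels give the dye and genotype of each channel, and every ratio was turned to knockout over control from these labels. The arrays were counted as 1 replicate of each genotype, since the number of mice is not given and both arrays were assumed to carry the same RNA, which neither the paper nor the labels state.

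The authors deposited scanner output of Agilent Feature Extraction 10.7.3.1 for each array. As the file headers state, the signal intensity deposited by the authors is given before and after background subtraction and as a processed intensity, which the software corrected for background, for spatial trends and for the dyes within each array. The authors also deposited the log10 ratio of red over green processed signals. The deposited matrix of the series holds the log10 ratio of knockout over control. Its values were within 0.00492 of the scanner's log10 ratios on array 1 and within 0.00483 on array 2 after the sign of array 2 was turned. Probe positions are those of the files, on the mm9 build.

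Processed signals were taken to log2, and the log2 ratio of knockout over control was computed for each spot. Control spots and spots marked as non-uniform or as population outliers were left out, and the spots of a probe were averaged. The 39429 probes carry 31829 gene names, of which 6334 have more than 1 probe. For each gene name, the probe with the highest mean log2 signal over the channels was used. A gene was tested where its probe was well above background, by the software's call, in the same genotype on both arrays (19707 genes, of which 18920 were well above background in both genotypes). A gene was counted as changed with a mean log2 ratio of at least 1 in size and the same direction on both arrays. With 1 replicate per genotype, no test between genotypes was made. The methods' t-test, with a threshold of 0.1 and a mean fold above 2, was computed as the paper states it, before and after Benjamini-Hochberg adjustment, and limma 3.58.1 (lmFit and eBayes with the dye swap as the design) was run as an alternative. The median signal of gene spots before background subtraction was 157 in the knockout and 113 in the control channel of array 1, and 128 and 161 on array 2, over local backgrounds of 43, 34, 35 and 43.5. There were 0 saturated spots among those of genes.

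The genes named in the text were set by a rule before the data were examined: every gene of Table 1, every other gene the paper names that the arrays measure, the 10 genes with the highest and the 10 with the lowest mean log2 ratio among those counted as changed, and members of the gene lists where a list is reported. Genes outside this rule are named only as the genes at least 2-fold changed on each array, as members of a small count, or in a test, and these were chosen after their values were seen. The 20 gene lists, also set before, cover cells of the nephron (DCT, thick ascending limb, principal cells, intercalated cells, proximal tubule, podocytes and inner medulla), urothelium, immune cells, red blood cells, tonicity-induced genes, tubular injury, Y-linked genes, *Xist*, male-biased and female-biased kidney genes, clock genes of 2 phases, magnesium handling, and renin-angiotensin and adrenergic genes. The median log2 ratio of a list was placed among 10000 random lists of the same size, matched on mean signal in 40 bins. A percentile describes these RNA samples and not the genotypes.

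The alternatives tried were normexp background correction (offset of 50) with loess normalization, background-subtracted signals (floor of 1) centred on the median, no background correction with loess, the deposited log10 ratios of the scanner files and of the matrix, no limit on dim probes, a signal well above background in both genotypes, leaving out saturated probes, keeping marked spots, the median over the probes of a gene, each array alone, a threshold of 0.05, Benjamini-Hochberg adjustment, linear signals, limma, at least 2-fold on each array, and the arithmetic mean of linear folds. The contrast between the dyes and the probe with the fold of Table 1 were added after seeing the data.

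The code was tested on simulated data with 19707 genes, of which 200 were changed by a log2 ratio of 1.5. The rule of size recovered 99.5% of these, the rule of Table 1 recovered 52%, and limma recovered 100%, each with 0 unchanged genes counted. The simulated noise had the same small SD for bright and dim spots. The 0 was therefore all but fixed in advance and says nothing about false counts on the real arrays. The recovered shares also hold for this noise only. Of 100 lists of unchanged genes, 7 lay outside the central 95% of random lists. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 were used. The qPCR, immunoblot, blood pressure and renin measurements have no deposited array files and were left out.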

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

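Apart from the test on mitochondrial genes, the tests reported here were chosen only after the result was seen.

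Outside Table 1, 10 genes changed at least 2-fold in the same direction on each of the arrays and were well above background in both genotypes, 6 of them higher and 4 lower in the knockout sample. They stand out only because they pass this rule of size in data that the paper reports for other genes. There are no control arrays, and no biological replicate that would separate the genotype from differences between individual mice. The rule requires the same direction under both labelings, so it leaves no room to test a dye effect on these genes. Of the 10, *Gm12877* (p-value of 0.0897) and ENSMUST00000103391 (0.0270) also pass the rule of Table 1 by the methods' t-test.

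Of these genes, 4 kept a mean change of at least 2-fold under the 3 background corrections and normalizations other than the scanner's, and they are set apart here by this outcome. Their mean log2 signals were 8.31 or higher. The mean log2 ratio was -1.85 for *Plau*, -1.43 for *Cish*, 1.60 for *Pi4k2b* and 1.33 for *COX1*. The smallest of these changes under the 3 settings was 1.23 in size, for *Pi4k2b*. The way the genes were set apart fixes this value above 1, so a part of background correction and dye normalization in these changes cannot be told apart from a true change. A larger amount of mitochondrial RNA would raise the other mitochondrial transcripts together with *COX1*. The median log2 ratio of the other 12 genes on the mitochondrial chromosome was -0.0065, and their range was -0.28 to 0.12, which argues against it. The arrays differed in size for *Plau*, with -2.58 on array 1 and -1.13 on array 2. Each of the 4 genes has 1 probe, so a fault or an off-target transcript of that probe stays open, untested. The genotype, and differences between the mice other than genotype, also stay open.

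The other 6 genes had mean log2 signals of 6.20 or lower. The mean log2 ratio was -2.00 for LOC100047070, -1.82 for ENSMUST00000103391, 1.33 for *Gm12877*, 1.52 for *5830444B04Rik*, 1.83 for *Meox2* and 2.09 for *Pdia2*. With normexp (offset of 50) and loess, the sizes lay between 0.27 and 0.54. Without background correction they lay between 0.69 and 1.00, and with background-subtracted signals and median centring they were at least 1.36. An offset, or background left in, pulls the ratio of a dim spot toward 0 whatever the true change. A change made by background correction of dim spots and a true change of a dim transcript therefore cannot be told apart. *Pdia2* has a second probe, not above background in both genotypes, with a log2 ratio of 3.28 on array 1 and 1.59 on array 2. The second probe of LOC100047070, likewise not above background, had -0.05 and 0.88, against -1.57 and -2.42 for the first.

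LOC100047070 and ENSMUST00000103391 are annotated as immunoglobulin segments. Different numbers of B cells or plasma cells in the tissues would move the segments together. Of 36 segments tested, 2 were at least 2-fold higher, neither of them well above background in both genotypes, and 3 were at least 2-fold lower. The other 25 segments well above background in both genotypes had a median log2 ratio of -0.22, at percentile 0.01 of random lists, and 17 of them were lower in the mean of both arrays. The median was -0.12 on array 1 (percentile of 10.2) and -0.34 on array 2 (percentile of 0.26). These are smaller changes than those of the 2 segments, but dim spots and the difference between the arrays keep it open, so fewer such cells in the knockout tissue cannot be told apart from other causes. Different clones of such cells in few mice also stay open and were not tested.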

How the results depend on the processing

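Apart from the contrast between the dyes and the probe with the fold of Table 1, which were added after seeing the data, all alternatives were set before the data were examined.

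*Trpm6*, *Pvalb* and *Cnnm2* were lower in the knockout sample under every alternative run. Over the alternatives set before, the log2 ratio of *Trpm6* lay between -1.58 and -0.98, that of *Pvalb* between -1.98 and -1.52, and that of *Cnnm2* between -2.88 and -2.34. With normexp and loess, *Trpm6* was at -0.98 and *Cnnm2* at -2.34, and with the added probe that has the fold of Table 1, *Pvalb* was at -2.16. The correlation of the arrays lay between -0.59 and -0.51. The number of Table 1 genes with the direction of the table on both arrays lay between 18 (of 23) and 25 (of 27). Between 7 and 9 of 19 gene lists lay outside the central 95% of random lists. Each array alone put 7 lists outside, but not the same 7.

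The counts of genes depended on the processing. Against 62 higher and 56 lower, the rule of size gave 7 and 8 with normexp and loess, 12 and 12 with loess and no background correction, 232 and 179 with no limit on dim probes, 37 and 27 with a signal above background in both genotypes, 28 and 20 with 2-fold on each array, and 143 and 341 for the contrast between the dyes. On array 1 alone, the counts were 1097 higher and 633 lower among 21547 genes. On array 2 alone, they were 576 and 882 among 21318 genes, while the 62 and 56 were counted among 19707. Against 22 and 14, the rule of Table 1 gave 1 and 1 with normexp and loess, 5 and 4 with loess and no background correction, 56 and 45 with no limit on dim probes, 12 and 5 at a threshold of 0.05, 0 and 0 after Benjamini-Hochberg adjustment, 63 and 59 with limma, and 57 and 189 for the contrast between the dyes. The same rule gave 27 and 6 with median centring, 15 and 7 with a signal above background in both genotypes, and 13 and 15 on linear signals. Stricter rules and limits on signal count fewer genes by construction, and an offset or background left in pulls ratios of dim spots toward 0. An array alone keeps its dye effects, needs no agreement between arrays and was also counted over more genes. Among the same 19707 genes, 857 were at least 2-fold changed in either direction on array 1 and 700 on array 2. For the mean of both arrays, 118 were. The larger gene set is thus only a part of the higher counts. Dye effects and the noise of a single array were not separated. For the other settings the cause was not tested.

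Under the 3 background corrections and normalizations other than the scanner's, 124 values of single genes named here moved by no more than the SD of the arrays and 68 moved further, and for the medians of gene lists 49 and 8. Under these 3 settings, none of the 118 genes counted as changed had a mean of opposite sign. Over all alternatives set before, 75 values of single genes and 24 medians of lists moved further than the SD. For a single gene, 1 of 2 arrays always lies within their SD of the mean, the deposited log10 ratios hold the same ratios again, and a limit on signal leaves the value as it is, so these alternatives say nothing about its stability. Leaving out saturated probes removed 0 probes and says nothing about stability. The rule of Table 1 and the correlation need both arrays and have no value on 1 array. Signal over background limits the ratios of dim genes. *Cldn11*, with a log2 ratio of 2.68 from the processed signals, was at 0.40 with normexp and loess. With background-subtracted signals and median centring, it was at 2.73.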

Differences from the paper's values

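For 5 genes of Table 1, the fold and p-value of the brightest probe under the gene's name differ from the paper's, and for *Pvalb* the fold does. The paper's fold for *Slc14a2* is 5.002 with a p-value of 0.016 by the methods' t-test, against -1.07 and 0.562 here. Table 1 names a transcript variant of this gene. The brightest probe is annotated to another transcript than the probe with the paper's fold (5.00, with a p-value of 0.0156 by the methods' t-test). These values of *Slc14a2* may therefore belong to different transcripts. The paper's values for *Pde4d* are 4.109 and 0.066, against -1.43 and 0.522 here. For *1810037I17Rik*, the paper's values are 2.758 and 0.049, against -1.05 and 0.478. For *Mapk8*, the paper's values are -2.730 and 0.030, against 1.17 and 0.777. For *Cmtm4*, the paper's values are -3.768 and 0.099, against 1.05 and 0.943 for the probe named *Cmtm4*. The probe under the synonym *Gm9853* was brighter (mean log2 signal of 9.15 against 7.48) and gave -3.77 and 0.0990. For *Pvalb*, the paper's fold is -4.472, against -3.36, a difference beyond the SD of the arrays, and the p-value of 0.0834 is within 1.5 times the paper's. A negative fold means lower in the knockout sample, on both scales.

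For *Slc14a2*, *Pde4d* and *Cmtm4*, the difference in fold and in p-value stood under every alternative set before the data were examined that gives these values: the other background corrections and normalizations, the deposited log10 ratios, the limits on signal, the treatment of saturated and marked spots, the median over probes, and, for the fold, each array alone and the arithmetic mean. For *Slc14a2*, the median over probes gave 2.17 and 0.0477, which have the paper's direction and still differ in size. For *1810037I17Rik*, the median over the probes of a gene gave 2.68 and 0.0583, which do not differ from the paper's, and under the other alternatives set before both differ. For *Mapk8*, the median over probes gave a fold of -1.60, which is within the SD of the arrays from the paper's, and a p-value of 0.125, which differs. Under the other alternatives set before, both differ. For *Pvalb*, the median over probes gave a fold of -3.88 and array 1 alone gave -3.95, which do not differ from the paper's by more than that SD. Under the other alternatives set before, the fold differs. Its p-value by the methods' t-test differs with the median over probes (0.00336), with normexp and loess (0.104) and with median centring (0.0339). Under the other alternatives set before that give a p-value, it does not differ. With the probe that has the fold of Table 1, an alternative chosen after seeing the values, all 6 genes had the paper's fold and p-value.

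The methods name a limit on the mean fold in both experiments, and the note to Table 1 names the mean fold alone. On array 1, the log2 ratios of *B020031M17Rik* (-0.91) and *Gm3916* (0.998) were short of 2-fold, and on array 2 they were -1.24 and 1.04. The mean of both arrays was beyond 2-fold for each of these genes, so both pass a limit on the mean. They would miss the limit only if it were applied to each array. The rule of Table 1, applied to the brightest probe of each gene well above background in 1 genotype on both arrays, gave 22 genes higher and 14 lower, and of these 16 and 6 are in Table 1 under the same name. ENSMUST00000105096 (higher) and *Gm9853* (lower) have the folds of *Pde4d* and *Cmtm4* in Table 1. Table 1 does not list the names of the other 5 and 7.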

Other observations

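The tests of a dye effect that belongs to the probe, of the noise of single probes, of the chromosome 3 segment at large and of the surroundings of *Cnnm2* were set before their results were seen. The other tests reported here were chosen only after the result was seen.

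The log2 ratios of the arrays, both turned to knockout over control, correlated negatively across genes. Exchanged RNA samples on 1 array would put *Cnnm2* on opposite sides of 0, and its log2 ratio of -2.46 on array 2, like that on array 1, argues against this. A dye bias that depends on the signal alone would be removed by loess, after which r was still -0.59 at the highest. The base composition of the probe explained 7.10% of the variance of the contrast between the dyes, against 0.252% for the genotype contrast and at most 0.0736% in 100 shufflings, so part of the dye effect may come from composition. If the dye effect belonged to the probe alone, the contrasts of different probes of a gene would not correlate, and they did (r of 0.28 over 3914 genes, with 0.41 for the genotype contrasts, genes not being independent replicates). Probes of a gene may overlap in sequence, which would raise this r.

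*Trpm6* and *Pvalb* were lower in the knockout sample, and so was the DCT list as a whole, with a median log2 ratio of -0.32 (percentile of 0 among random lists, -0.65 on array 1 and -0.41 on array 2, 6 of 12 genes lower on both arrays). The list holds *Trpm6* and *Pvalb*, which the paper picked from these arrays. Fewer DCT cells would lower the other genes about as much if these were expressed in the DCT alone, which the arrays do not show. The median of the other 10 was -0.31, above *Trpm6* by 0.71 on array 1 and by 1.30 on array 2. Without knowing where these genes are expressed, this difference cannot decide how much of the decrease comes from cell number. In the paper, immunoblots showed no marked change of NCC protein. Its qPCR found *Trpm6* lower in both kinds of *Cnnm2*-deficient mice. On the arrays alone, the genotype stays open.

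Urothelium genes were higher in the knockout sample (median of 0.62, percentile of 100, medians of 0.52 and 0.56 on arrays 1 and 2). The lower of these medians, 0.52, argues against a dye effect. The lowest median over the other background corrections and normalizations was 0.24, with a percentile of 100, which argues against the normalization. A smaller share of tubule RNA would raise every other cell type, and the podocyte list had a median of -0.27. Of the 7 genes, 6 were higher on both arrays, from *Upk2* (0.36) to *Upk1b* (0.87), as more urothelium in the dissected tissue would give. *Krt20* is also in the injury list. A different dissection is a candidate explanation, and a change in the kidney stays open.

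Male-biased kidney genes were higher (median of 0.25, percentile of 100, 5 of 8 genes higher on both arrays) and female-biased genes lower (median of -0.43, percentile of 0.01, 3 of 4 genes lower on both arrays, *Slc7a12* at -0.98 and *Prlr* at -0.73). A larger share of female RNA in the control sample would raise Y-linked genes in the knockout sample. Their median was 0.12, with 0.51 on array 1 (percentile of 98.0) and -0.53 on array 2 (percentile of 2.12). Neither of the 2 probes of *Xist*, a transcript of female cells, was well above background in a genotype on both arrays. Whether these probes detect *Xist* is not known from the arrays. All 3 Y-linked genes tested were well above background in both genotypes. Their mean log2 ratios were -0.04 for *Ddx3y*, 0.16 for *Eif2s3y* and 0.12 for *Uty*. These values argue against a control sample of female RNA alone, and the paper's methods name mice matched for sex. The direction of these genes followed the dyes, so a smaller difference in the share of female RNA cannot be told apart from other differences. Hormone levels were not tested.

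Of the clock lists, the *Arntl* phase had a median of 0.00 (percentile of 56.8) and the *Dbp* and *Per* phase a median of -0.10 (percentile of 3.54). Samples taken at different times of day would move the lists apart in opposite directions, each outside the central 95%. The values stay inside, and with a list percentile of 3.54 near the limit, a small difference in time cannot be told apart from none.

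The remaining lists were, by median log2 ratio and percentile, thick ascending limb (-0.07 and 6.90), principal cells (-0.07 and 11.9), intercalated cells (-0.18 and 0.155), proximal tubule (0.03 and 79.3), inner medulla (-0.06 and 13.6), tonicity-induced genes (0.01 and 60.0), tubular injury (0.26 and 100), immune cells (-0.03 and 38.5), red blood cells (-0.21 and 0.09), magnesium handling (-0.02 and 30.5), and renin-angiotensin and adrenergic genes (-0.10 and 3.39). Podocytes were at a percentile of 0.01. On array 1 alone, intercalated cells, podocytes and red blood cells were inside the central 95% (percentiles of 17.5, 3.48 and 16.6), and on array 2 alone intercalated cells, podocytes and tubular injury were (6.61, 36.9 and 95.4). Other lists left it: principal cells on array 1 alone (0.11, with 89.5 on array 2) and immune cells on array 2 alone (98.7, with 3.13 on array 1). The tonicity list holds *Akr1b3* and *Slc14a2* and the injury list *Fgb* of Table 1. *Ren1* had a mean log2 ratio of -0.45, with opposite directions on the arrays. On arrays 1 and 2, *Adrb1* had 0.38 and -1.23, *Trpm7* 0.31 and -0.56, *Scnn1a* -0.63 and 0.19, and *Cnnm4* -0.06 and 0.17. No explanation of these was tested.

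Probes of 5 genes of Table 1 gave mean changes of opposite sign. The smallest log2 ratio of the 5 probes with the larger change was 1.35 in size on either array, but the rule of Table 1 asks for both arrays, so their selection fixes this value and a faulty spot cannot be told apart from a true change. For *1810037I17Rik*, a further probe, neither the brightest nor the one with the fold of Table 1, had 1.29 on the array where its ratio was smaller, which argues against a faulty spot as the source for this gene. The 2 brightest probes differed as much in 0.0766% of 3914 genes (*Abcf1*, *Mapk8* and *Slc14a2*). The 5 genes were picked as extremes of the arrays, so noise of single probes cannot be told apart from a true difference. Transcript variants, and off-target transcripts, stay open and were not tested.

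On chromosome 3, 8 of the genes at least 2-fold changed lie within 20 Mb, from *Pde5a* (122558949) to *B930007M17Rik* (139372489) on mm9, *Gm567* and *Adh6a* of Table 1 among them. Of the 8, *Arsj*, *4930579F01Rik*, *Adh6a* and *B930007M17Rik* were not well above background in both genotypes. *1810037I17Rik* of Table 1 also lies there. It was not counted, as its brightest probe had a mean log2 ratio of -0.08, while its other probes had 1.42 and 1.46. Random lists matched on signal had fewer than 8 changed genes in their highest window of any chromosome in 95.2% of 1000 draws, so chance placement is not excluded. Chromosome 6, which carries immunoglobulin kappa segments, also had 8 in such a window. The 108 other genes of the window had a median absolute log2 ratio of 0.14, at percentile 99.98 of random lists, while their contrast between the dyes was at percentile 42.7. A segment that differs between the RNA samples, from another strain for example, is a candidate explanation of these values. Among 137 fixed windows of 20 Mb, 9 were above the central 95% of random lists in the genotype contrast and 10 in the contrast between the dyes, so passing this limit alone says little. The 2 windows of highest percentile in the genotype contrast were 120 to 140 Mb of chromosome 3 (100) and 40 to 60 Mb of chromosome 8 (99.92).

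*Trpm6* lies on the chromosome of *Cnnm2*, 28.0 Mb away. If the targeted allele had brought along a segment with changed genes, the surroundings of *Cnnm2* would be rich in them. Of 189 genes within 10 Mb, 1 was at least 2-fold changed, and 66.4% of random lists held as many or more. Of 251 genes between *Trpm6* and *Cnnm2*, 3 were (*B230214N19Rik*, *Gm3916* and LOC638393), and 12.9% of random lists held as many or more. The others of these genes had a median absolute log2 ratio at percentile 95.6 of random lists. These values neither need nor exclude such a segment, so it cannot be told apart from chance placement.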
